A study of Mus musculus with 73 samples.

How the data were processed

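RNA from epiblast and extraembryonic ectoderm (ExE) of single mouse embryos at E6.5 was sequenced with resolution of the parental alleles. Per the labels' protocols, cDNA was made with the SMART-Seq v4 kit, libraries were made with Nextera XT, and paired-end reads were collected on a NovaSeq instrument. The knockouts were made by injecting Cas9 mRNA and guide RNAs into zygotes of a BDF1 mother and a CAST father, per the labels. Those zygotes came from intracytoplasmic sperm injection and were transferred as blastocysts to CD-1 females. The reciprocal wild-type cross, CAST mother and BDF1 father, came from natural mating. The direction of the cross was therefore confounded with the mode of fertilisation. The labels gave the sex of each embryo and an embryo number.

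The deposited table held 30546 RefSeq genes with mm10 coordinates, of which 29557 were autosomal and 989 X-linked. It gave 3 values for each gene in each of 72 libraries. Per the file headers and the accompanying notes, the authors deposited the count of reads over polymorphisms that distinguish BDF1 from CAST, with both alleles summed and no normalization. The deposited allelic ratio was the CAST share of those reads minus 0.5, rounded to whole percentage points. The deposited allelic score was a signed -log10 binomial p-value, positive for CAST and negative for BDF1, and 0 for genes with fewer than 10 reads. The aligner, the set of polymorphisms and the counting tool were not recorded in any header or label. Every column could be mapped to a sample, and 0 columns were left over. The bisulfite sequencing sample of a G9a-Glp ExE had no column in the table and was not analysed here.

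The reads of each allele were recovered as the whole number of CAST reads that fitted both the ratio and the score. A whole number matched the score for 712198 of 712250 scored values (99.993%). For 3399 values (0.308%), which held 7.61% of all reads, the score was at its upper limit and the rounded ratio set the allele counts. The maternal and paternal counts followed from the cross. Genes that overlap on the genome can share reads in such a table, and strand was not recorded as used. Such pairs include R74862 with Cd81, LOC102631979 with Grb10, and LOC108167542 with Gm3134, and their values are uncertain as separate genes.

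Changes in allelic ratio were tested with edgeR's quasi-likelihood test on maternal and paternal counts, with 1 column per library and allele and a term for each library. Autosomal genes with at least 10 reads in at least 3 libraries of each group entered. Benjamini-Hochberg adjustment ran over all genes tested, with a threshold of 0.05. In the wild type, the same model separated the parent of origin from the strain over the reciprocal crosses. A gene was called imprinted when the adjusted p for the parental term passed the threshold and the mean maternal share was at least 0.7 in both crosses or at most 0.3 in both. A strain bias was called by the same rule on the BDF1 share. Total counts were compared with edgeR's quasi-likelihood test after TMM scaling and edgeR's filter on low counts. All edgeR tests were two-sided. Tests of knockouts used only the libraries of that knockout and the wild-type BDF1xCAST libraries of the same tissue. All knockouts had a BDF1 mother, so a change toward the maternal allele is also a change toward BDF1. Parent and strain are not separated in these tests. Reads per gene are given as CPM, which is the count scaled to the total reads of its library.

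A list of 80 imprinted genes, 6 of them noncanonical, was written from general knowledge before the data were examined. For this list, the number of calls adjusted over the list alone is given beside that over all genes. The silent-allele share of an embryo was the median, over listed genes called imprinted in the wild type with the listed parent, of the percentage of reads from the normally silent allele. Genes with at least 20 reads in a library entered. This gave 16 genes in epiblast and 24 in ExE. The paternal X share was the percentage of reads from the paternal allele, summed over 987 X-linked genes other than Xist and Tsix. Both measures were compared with exact two-sided permutation tests of the difference in means, and adjusted over the comparisons of a family (8 for each measure). Correlations were tested by exact permutation up to 8 embryos and by permutations drawn at random for 9 or more.

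The targeted genes and Xist are always named in the text. Other genes were named by a rule fixed before the data were examined. For imprinted calls these were the 5 genes with the largest parental log2 ratio in each direction. For allelic changes they were up to 5 listed genes past the threshold with the largest change in maternal share. For expression changes they were up to 2 genes in each direction with the largest fold change and no overlap between the groups. For the tissue comparisons they were up to 3 genes in each direction. A gene that this rule picked in Eed epiblast is not reported here. A gene named outside this rule is said to have been chosen after its values were seen. Where every library of a group had at most 3 reads for a gene, the fold was computed against that limit and is a lower bound.

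Depth ranged from 1141414 to 17653087 reads over polymorphisms per library. The Rnf2 libraries reached 17653087 reads and the others at most 3976031, so depth was confounded with the Rnf2 knockout. Intervals on shares of single libraries are 95% Wilson intervals. They cover counting error only, because the reads carry no molecular identifiers.

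The models were tested on simulated counts with known changes. Of 200 genes given a changed ratio, 92.0% were recovered with the numbers of libraries of the Dnmt1 epiblast comparison, with 3 false calls among 7161 genes, and 96.0% with those of the Eed ExE comparison, with 5 false calls among 8959 genes. The expression model recovered 70.4% of 186 changed genes among 9256 genes, with 4 false calls, and 99.4% of 178 among 8812, with 10. The parental model recovered all 200 changed genes among 8654, with 0 false calls. The planted changes were large and of a single size in each model. Every gene of a model was given the same overdispersion, and no effect shared by the genes of an embryo was included. These rates therefore do not cover smaller changes or genes with a wider spread between embryos.

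Epiblast and ExE libraries with the same embryo number within a genotype come from 1 embryo, per the labels. Deviations of the allelic ratio from the group mean were correlated between the tissues as a check, across genes, which are not independent replicates. The median r was 0.166 over 31 same-embryo pairs and -0.0330 over 211 other pairs. For 3 Eed epiblast libraries the sample titles and the embryo tags gave different partners in ExE, and the tags were followed. No pair of libraries within a group was a duplicate, since their total reads per gene differed by 3.25 to 59.3 times the counting error over 209 pairs (chi-square per degree of freedom).

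The alternatives set before the data were examined covered DESeq2 and DESeq2 size factors in edgeR, limma on log ratios, other count filters and share thresholds, centring of each library, sex terms, all groups of a tissue in 1 fit, replicate blocks, other gene sets for the silent-allele share, medians over X-linked genes, and omission of single replicates. Those added after the data were seen were a trended dispersion, 1 gene per set with identical reads, and Rnf2 libraries thinned at random to the wild-type median depth. Marker lists for epiblast, ExE, visceral endoderm and decidua held 8, 9, 11 and 8 genes. Of the epiblast list, 4 genes (Tdgf1, Slc7a3, Fgf5 and Nanog) were low enough in wild-type ExE to measure contamination there. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15.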

Results

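The study disrupted the DNA methyltransferase gene Dnmt1, the histone H3 lysine 9 methyltransferase genes Ehmt1 and Ehmt2 together (G9a-Glp), Rnf2 of Polycomb repressive complex PRC1, and Eed of Polycomb repressive complex PRC2. It asked which of them keep genes expressed from a single parental allele in the embryo and in the extraembryonic lineage. BDF1 is a hybrid of the strains C57BL/6 and DBA, and CAST is a wild-derived strain whose sequence differs from both, so reads over polymorphisms can be assigned to a parent. Epiblast gave 35 libraries and ExE gave 37. The wild-type BDF1xCAST cross (mother named first) had 7 embryos in each tissue, and the reciprocal CASTxBDF1 cross had 4. The knockouts had 3 epiblast and 3 ExE libraries for Dnmt1, 6 and 8 for G9a-Glp, 6 and 5 for Rnf2, and 9 and 10 for Eed.

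Reads over polymorphisms ranged from 1311863 to 3028267 in wild-type BDF1xCAST epiblast and from 2685835 to 3053690 in ExE. The CASTxBDF1 libraries had 2438871 to 2762831 reads in epiblast and 3355245 to 3720984 in ExE. In epiblast, the knockouts had 1141414 to 2132807 reads (Dnmt1), 1637260 to 2860524 (G9a-Glp), 5549733 to 17653087 (Rnf2) and 1421066 to 3500256 (Eed). In ExE they had 1710457 to 2324585 (Dnmt1), 1829541 to 3637331 (G9a-Glp), 1847681 to 10263280 (Rnf2) and 2116969 to 3976031 (Eed). The mean BDF1 share of autosomal reads lay between 56.4% and 57.7% in all 12 groups.

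The targeted genes were examined first, as a check of the labels. Eed (chromosome 7, 89954654 to 89981419, mm10) fell from 157 ± 54.5 CPM (SD, n = 7) to 9.38 ± 5.59 (n = 9) in epiblast, which is 5.96% of the wild type (edgeR adjusted p 1.79e-08). In ExE it fell from 201 ± 50.1 CPM (n = 7) to 7.94 ± 4.08 (n = 10), which is 3.95% (edgeR adjusted p 9.52e-13). All 9 epiblast and all 10 ExE libraries lay below the lowest wild-type library. Dnmt1 (chromosome 9, 20907206 to 20959888) stood at 8.02 ± 3.35 CPM (n = 3) in Dnmt1 epiblast against 33.0 ± 5.64 (n = 7), or 24.3% (edgeR adjusted p 0.000353), and all 3 libraries lay below the wild type. In ExE the level was 29.2 ± 21.9 CPM (n = 3) against 47.5 ± 9.74 (n = 7), and the difference did not pass the threshold (edgeR adjusted p 0.108). The libraries labelled Dnmt1 ExE had 47.9, 34.5 and 5.16 CPM in replicates 1, 2 and 3, and 2 of the 3 lay below the lowest wild-type library at 35.7 CPM, replicate 2 only just. Without replicate 1, the adjusted p of the edgeR test was 0.0346, and it ranged from 0.0346 to 0.350 over 10 alternatives.

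Ehmt2 (chromosome 17, 34898466 to 34914051) stood at 3.75 ± 2.05 CPM (n = 8) in G9a-Glp ExE against 15.4 ± 7.50 (n = 7), or 24.4% (edgeR adjusted p 0.000585), and 6 of the 8 lay below the lowest wild-type library. In epiblast it had 3.07 CPM in both groups, too few reads for the test. Ehmt1 (chromosome 2, 24790769 to 24919643) stood at 14.8 ± 7.22 CPM (n = 8) in G9a-Glp ExE against 29.3 ± 9.94 (n = 7), or 50.6% (edgeR adjusted p 0.0126), and 5 of the 8 lay below it. Embryo 8 lay below it for neither gene. The libraries labelled G9a-Glp epiblast had 21.2 ± 16.96 CPM of Ehmt1 (n = 6) against 29.3 ± 9.53 (n = 7), and 2 of the 6, with 4.14 and 6.93 CPM, lay below the lowest wild-type library (edgeR adjusted p 0.206). Without a filter on low counts this change passed the threshold (edgeR adjusted p 0.0385, with a range up to 0.263 over 6 alternatives). Rnf2 (chromosome 1, 151469406 to 151500922) stood at 26.5 ± 6.42 CPM (n = 6) in Rnf2 epiblast against 45.3 ± 9.58 (n = 7), or 58.6% (edgeR adjusted p 0.00477), and 4 of the 6 lay below the lowest wild-type library at 32.8 CPM, with 32.9 and 33.4 CPM in embryos 3 and 5. The libraries labelled Rnf2 ExE had 35.2 ± 16.9 CPM (n = 5) against 45.5 ± 16.6 (n = 7), and 0 of the 5 lay below the lowest wild-type library (edgeR adjusted p 0.296). These counts depend on the lowest wild-type library, which was embryo 8 for Ehmt1 in epiblast and for Rnf2 in both tissues, and embryo 6 for Ehmt2 in ExE. Without it, the next library stood at 21.4 CPM for Ehmt1 in epiblast, at 36.3 and 23.7 CPM for Rnf2 in epiblast and ExE, and at 8.22 CPM for Ehmt2 in ExE. The libraries below it were then 4 of 6 for Ehmt1 in G9a-Glp epiblast, 6 of 6 in Rnf2 epiblast, 2 of 5 in Rnf2 ExE and 8 of 8 for Ehmt2 in G9a-Glp ExE. With or without that library, target mRNA does not bear out the label in Dnmt1 ExE replicate 1 and G9a-Glp epiblast embryos 2 and 7. The same holds for Rnf2 ExE embryos 2, 5 and 6. For Rnf2 in ExE, wild-type embryos 8 and 6 both stood low, at 21.4 and 23.7 CPM, against at least 49.1 CPM in the others. Rnf2 ExE embryos 2 and 5, at 29.5 and 39.5 CPM, lay below those others, so their result rests on these wild-type embryos. Target mRNA does not measure protein, so these levels cannot show that a label is wrong.

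**Figure D1:**
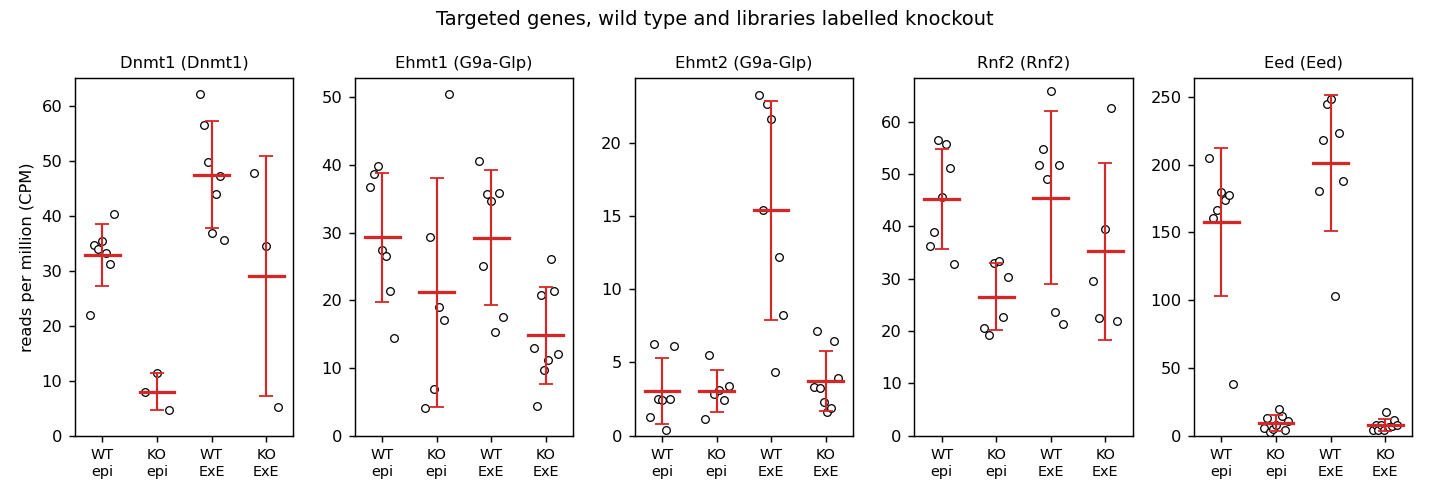
CPM of each targeted gene in wild-type BDF1xCAST libraries (WT) and in the libraries labelled with its knockout (KO), for epiblast (epi) and ExE. Circles are single libraries, and red lines with bars are the mean and SD. The Eed libraries lay at or below 19.8 CPM, while 2 of the 3 libraries labelled Dnmt1 ExE had 34.5 and 47.9 CPM.

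The reciprocal wild-type crosses were compared to find genes expressed from 1 parental allele. In epiblast, 24 of 8469 autosomal genes were called imprinted, 9 with maternal and 15 with paternal expression. The list of imprinted genes had 35 genes tested, of which 17 were called, 16 of them with the listed parent. Adjusted over the list alone, 25 listed genes passed the threshold for the parental term. In ExE, 44 of 8654 genes were called imprinted, 13 with maternal and 31 with paternal expression. Of 37 listed genes tested, 24 were called, all with the listed parent, and 28 passed adjusted over the list alone. The count moved most with a minimum of 50 reads, which left 13 and 28 genes. Both tissues shared 18 calls. Of the 6 genes called in epiblast alone, 1 was tested in ExE, and of the 26 called in ExE alone, 11 were tested in epiblast. Strain-biased genes numbered 756 in epiblast, 633 toward BDF1 and 123 toward CAST, and 773 in ExE, 620 toward BDF1 and 153 toward CAST.

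Among maternally expressed genes in epiblast, the largest parental ratios were those of Rian, Meg3, Grb10, LOC102631979 and Cdkn1c, whose mean maternal shares lay between 96.0% and 100% in BDF1xCAST (n = 6 to 7). Grb10 (chromosome 11) and LOC102631979 overlap, so the latter is uncertain as a separate gene. Among paternally expressed genes these were Snrpn-Snurf, Mcts2, Magel2, Snhg14 and Peg3, with maternal shares from 0% to 1.10% (n = 7). Magel2 had no maternal read in either cross. In ExE the maternally expressed genes were Meg3, H19, R74862, Ascl2 and Cdkn1c, with maternal shares from 96.2% to 100% (n = 7). R74862 (chromosome 7) overlaps Cd81 and is uncertain. The paternally expressed genes in ExE were Sfmbt2, Peg10, Peg3, Gm13261 and Slc38a4, with maternal shares from 0% to 1.94% (n = 7). Sfmbt2 (chromosome 2) had the largest parental log2 ratio of the ExE genes, -12.12 (edgeR adjusted p 1.24e-25).

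The tissues of the wild type were compared for tissue-specific imprinting. The allelic ratio differed between ExE and epiblast for 23 of 7568 genes in 11 embryos, 12 more maternal in ExE and 11 more paternal. Of the 23 genes, 13 were imprinted in at least 1 tissue and 9 were listed, out of 30 listed genes tested, and 14 listed genes passed adjusted over the list alone. With a minimum of 50 reads, 12 genes remained. Omission of CASTxBDF1 embryo 4 gave 14 genes and that of embryo 1 gave 15. Among genes without overlap between the tissues, R74862, Cd81 and Tssc4, neighbours on chromosome 7, had the largest log2 change toward the mother. Cd81 rose from 67.6% ± 3.58 maternal (n = 7) in BDF1xCAST epiblast to 97.6% ± 2.82 (n = 7) in ExE, and from 53.4% ± 1.81 (n = 4) to 99.6% ± 0.269 (n = 4) in the reciprocal cross (edgeR adjusted p 3.88e-23). Tssc4 rose from 63.5% ± 10.2 (n = 7) to 95.8% ± 3.86 in BDF1xCAST. Toward the father, the largest log2 changes among such genes were those of Jade1, Gab1 and Sfmbt2. Jade1 (chromosome 3) fell from 47.7% ± 8.90 maternal (n = 7) to 5.44% ± 1.72 (n = 7), with an edgeR adjusted p of 2.82e-16. Gab1 (chromosome 8) fell from 47.6% ± 6.13 to 5.91% ± 2.87 (n = 7 each) in BDF1xCAST.

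Total reads were compared between the tissues as a check of the tissue labels. Of 9040 genes tested in BDF1xCAST, 5208 differed, 2626 higher in ExE and 2582 lower. Among genes with no overlap between libraries, Pglyrp1 and Gm32045 were at least 6.01-fold and 4.77-fold higher in ExE, since epiblast had 0 reads for both. Elf5 (chromosome 2) rose from 1.29 ± 1.24 to 265 ± 80.2 CPM (n = 7 each). Fgf5, Slc35d3 and Trh were at least 342-fold, 27.3-fold and 134-fold lower in ExE.

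Each knockout was compared with wild-type BDF1xCAST embryos to ask which imprinted genes lose their parental bias. In Dnmt1 epiblast, 74 of 7161 genes changed in allelic ratio, 30 toward the maternal and 44 toward the paternal allele. Of 27 listed genes tested, 13 changed, all toward equal expression, and 18 passed adjusted over the list alone. The count over all genes fell most with limma on log ratios, to 29, and omission of replicate 1 gave 37. Peg3 (chromosome 7) rose from 0.897% ± 0.849 maternal (n = 7) to 61.3% ± 3.81 (n = 3), with an edgeR adjusted p of 4.59e-16. Mcts2 rose from 1.10% ± 1.19 to 53.8% ± 7.78, Kcnq1ot1 from 7.52% ± 10.8 to 56.8% ± 4.88, Sgce from 5.93% ± 7.89 to 51.0% ± 28.8, and Impact from 3.48% ± 1.38 to 47.6% ± 1.15 (n = 7 and 3). The calls of Kcnq1ot1 and Sgce were lost without replicate 1 and without replicate 2 respectively, both were lost with limma on log ratios, and that of Kcnq1ot1 also with a trended dispersion.

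In the libraries labelled Dnmt1 ExE, 77 of 7708 genes changed, 37 toward the maternal and 40 toward the paternal allele. Of 32 listed genes tested, 14 changed, all toward equal expression, and 20 passed adjusted over the list alone. Omission of replicate 3, the library with the least Dnmt1 mRNA, left 23 of the 77 genes. Kcnq1ot1 rose from 1.26% ± 3.33 maternal (n = 7) to 62.4% ± 8.53 (n = 3), with an edgeR adjusted p of 3.15e-08. Sgce rose from 1.02% ± 1.07 to 50.5% ± 9.16 and Peg10 from 0% to 40.4% ± 3.43 (n = 7 and 3). The call of Peg10 was lost with all BDF1xCAST groups of the tissue in 1 fit. Peg3 rose from 1.94% ± 3.66 to 55.5% ± 0.687, a call lost without replicate 3, with limma on log ratios and with replicate blocks. H19 fell from 98.9% ± 2.04 to 54.8% ± 0.778 (edgeR adjusted p 0.0197), and its call was lost in each of the 3 fits that left out a replicate, with limma and with replicate blocks.

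In the libraries labelled G9a-Glp epiblast, 177 of 8692 genes changed, 65 toward the maternal and 112 toward the paternal allele. Only 1 of 37 listed genes tested was among them, 3 passed adjusted over the list alone, and 9 had an unadjusted p under 0.05. This was Slc38a4 (chromosome 15), which rose from 1.74% ± 2.18 maternal (n = 7) to 30.6% ± 8.11 (n = 6), with an edgeR adjusted p of 7.17e-06. In G9a-Glp ExE, 109 of 8731 genes changed, 55 toward the maternal and 54 toward the paternal allele. Of 36 listed genes tested, 8 changed, all toward equal expression, and 14 passed adjusted over the list alone. All 5 noncanonical genes tested were called, against 3 of 31 canonical genes. Smoc1 (chromosome 12) rose from 2.65% ± 2.22 maternal (n = 7) to 55.4% ± 8.09 (n = 8), with an edgeR adjusted p of 1.73e-13. Gab1 rose from 5.91% ± 2.87 to 56.1% ± 3.35, Jade1 from 5.44% ± 1.72 to 46.6% ± 3.47, Sfmbt2 from 0.0551% ± 0.0941 to 41.0% ± 9.01, and Slc38a4 from 0.498% ± 0.488 to 29.9% ± 13.6 (n = 7 and 8).

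In Rnf2 epiblast, 78 of 9190 genes changed, 35 toward the maternal and 43 toward the paternal allele. Of 38 listed genes tested, 2 changed and 5 passed adjusted over the list alone. Zdbf2 (chromosome 1) rose from 1.99% ± 2.28 maternal (n = 7) to 47.2% ± 12.1 (n = 6), with an edgeR adjusted p of 1.52e-07. Cd81 fell from 67.6% ± 3.58 to 57.7% ± 2.85 (edgeR adjusted p 0.00649), a call lost with limma on log ratios. Cd81 was not called imprinted in wild-type epiblast, with 53.4% ± 1.81 maternal in CASTxBDF1 (n = 4). A change of Cd81 in epiblast may therefore follow the parent or the strain. In the libraries labelled Rnf2 ExE, 110 of 9002 genes changed, 56 toward the maternal and 54 toward the paternal allele. Of 37 listed genes tested, 9 changed, all toward equal expression, and 16 passed adjusted over the list alone. The 5 with the largest change lie in 1 region of chromosome 7 and are maternally expressed. Ascl2 fell from 99.6% ± 0.878 maternal (n = 7) to 65.6% ± 3.09 (n = 5), with an edgeR adjusted p of 1.14e-17. Tssc4 fell from 95.8% ± 3.86 to 67.7% ± 6.66, Slc22a18 from 97.0% ± 3.67 to 72.4% ± 10.1, Phlda2 from 97.7% ± 2.22 to 73.4% ± 6.21, and Cd81 from 97.6% ± 2.82 to 77.2% ± 10.4 (n = 7 and 5, or 6 and 5 for Slc22a18).

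In Eed epiblast, 111 of 9040 genes changed, 37 toward the maternal and 74 toward the paternal allele. Of 38 listed genes tested, 4 changed, all toward equal expression, and 7 passed adjusted over the list alone. Zdbf2 rose from 1.99% ± 2.28 maternal (n = 7) to 57.1% ± 8.39 (n = 9), with an edgeR adjusted p of 2.22e-15. Slc38a4 rose from 1.74% ± 2.18 to 18.6% ± 10.5, and Cd81 fell from 67.6% ± 3.58 to 59.9% ± 2.12, a call lost with limma on log ratios. Mcts2 rose from 1.10% ± 1.19 to 10.8% ± 12.3 (n = 7 and 9), a difference below the spread of the Eed embryos, and its call was lost with limma, with all groups in 1 fit and with a trended dispersion. In Eed ExE, 267 of 8959 genes changed, 126 toward the maternal and 141 toward the paternal allele. Of 37 listed genes tested, 14 changed, all toward equal expression, and 18 passed adjusted over the list alone. Smoc1 rose from 2.65% ± 2.22 maternal (n = 7) to 39.1% ± 13.8 (n = 10), with an edgeR adjusted p of 5.50e-09. Sfmbt2 rose from 0.0551% ± 0.0941 to 31.3% ± 6.79, Gab1 from 5.91% ± 2.87 to 31.8% ± 13.9, and Jade1 from 5.44% ± 1.72 to 31.2% ± 11.5. Ascl2 fell from 99.6% ± 0.878 to 70.4% ± 12.7 (edgeR adjusted p 3.92e-05).

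**Figure D2:**
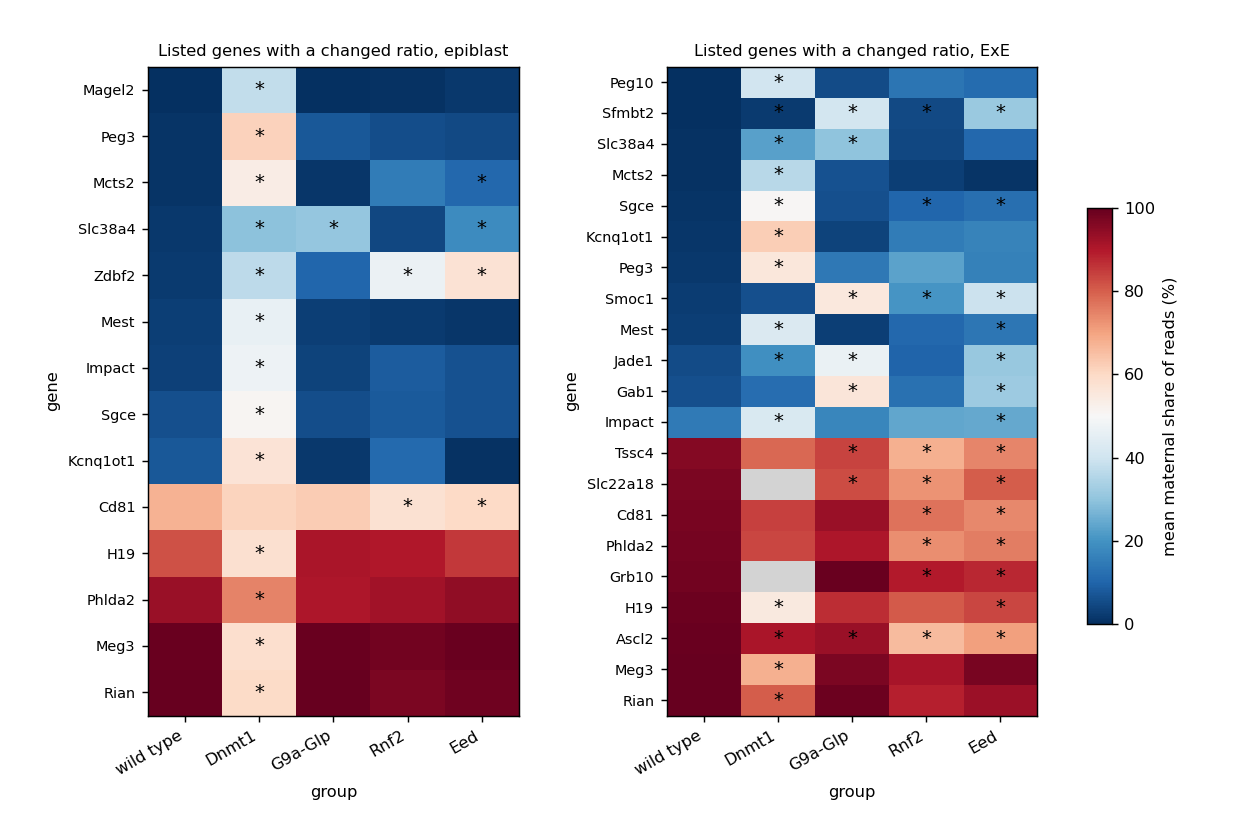
Mean maternal share of reads (%) of the listed imprinted genes called changed in at least 1 knockout, in epiblast and ExE. Each square is 1 gene (vertical axis) in 1 group (horizontal axis), an asterisk marks an edgeR adjusted p under 0.05 against wild-type BDF1xCAST, and grey squares were not tested. Most asterisks in epiblast lie in the Dnmt1 column, with 13 of 27 listed genes tested, and Eed has 14 of 37 in ExE.

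Most calls lay outside the list. Of all allelic calls, 57 of 74 in Dnmt1 epiblast, 175 of 177 in G9a-Glp epiblast, 74 of 78 in Rnf2 epiblast and 106 of 111 in Eed epiblast were neither listed nor imprinted in the wild type. In ExE these were 56 of 77, 91 of 109, 95 of 110 and 241 of 267. For such genes the direction of a call may follow the parent or the strain. Of genes called imprinted in the wild type, listed or not, 17 of 19 tested changed in Dnmt1 epiblast, 2 of 23 in G9a-Glp, 3 of 24 in Rnf2 and 4 of 23 in Eed. In ExE these were 21 of 36, 18 of 44, 15 of 44 and 26 of 44. The CPM of the silent allele were compared with the wild type for the listed calls. The silent allele had a higher mean in 12 of 13 calls in Dnmt1 epiblast, 14 of 14 in Dnmt1 ExE, 8 of 8 in G9a-Glp ExE, 9 of 9 in Rnf2 ExE and 14 of 14 in Eed ExE. Without overlap between the libraries of the groups, it was higher in 11, 13, 6, 5 and 5 of these calls in the same order. The median level of the active allele lay between 78.1% and 144% of the wild type over the 8 comparisons.

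The silent-allele share summarised the loss of imprinting in each embryo. In wild-type BDF1xCAST it was 1.68% ± 1.57 (n = 7) in epiblast and 0.804% ± 0.643 (n = 7) in ExE, and in the reciprocal cross 0.785% ± 1.10 (n = 4) and 0.248% ± 0.436 (n = 4). It reached 43.3% ± 1.62 (n = 3) in Dnmt1 epiblast and 30.5% ± 2.24 (n = 3) in the libraries labelled Dnmt1 ExE, above every wild-type embryo in 3 of 3 (exact permutation p 0.00833, the smallest possible with these numbers, adjusted 0.00989, in both tissues). In G9a-Glp ExE it was 9.35% ± 4.37 (n = 8), above the wild type in 8 of 8 embryos (exact p 0.000466, adjusted 0.00186). In Rnf2 ExE it was 15.9% ± 9.46 (n = 5), above the wild type in 5 of 5 (exact p 0.00126, the smallest possible, adjusted 0.00337). In Eed ExE it was 18.8% ± 7.93 (n = 10), above the wild type in 10 of 10 (exact p 0.000206, adjusted 0.00165). For G9a-Glp, Rnf2 and Eed the differences were smaller in epiblast. The share was 6.62% ± 3.81 (n = 6) for Rnf2, above the highest wild-type embryo in 4 of 6 (exact p 0.00758, adjusted 0.00989), and 5.53% ± 3.16 (n = 9) for Eed, above it in 4 of 9 (exact p 0.00865, adjusted 0.00989). For G9a-Glp epiblast it was 3.76% ± 1.71 (n = 6), above the highest wild-type embryo in 2 of 6 (exact p 0.0414, adjusted 0.0414). That wild-type embryo was embryo 8 with 5.06%, and without it, with 1.91% as the highest, the counts were 6 of 6 for Rnf2, 8 of 9 for Eed and 4 of 6 for G9a-Glp. The G9a-Glp epiblast difference of 2.08 percentage points fell to 0.554 with a minimum of 50 reads per gene, and the Rnf2 epiblast difference was 2.95 points over the single noncanonical gene, and neither passed the threshold. The adjusted p of the exact test ranged from 0.00155 to 0.481 over 6 alternatives in G9a-Glp and from 0.00202 to 0.132 over 7 in Rnf2.

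**Figure D3:**
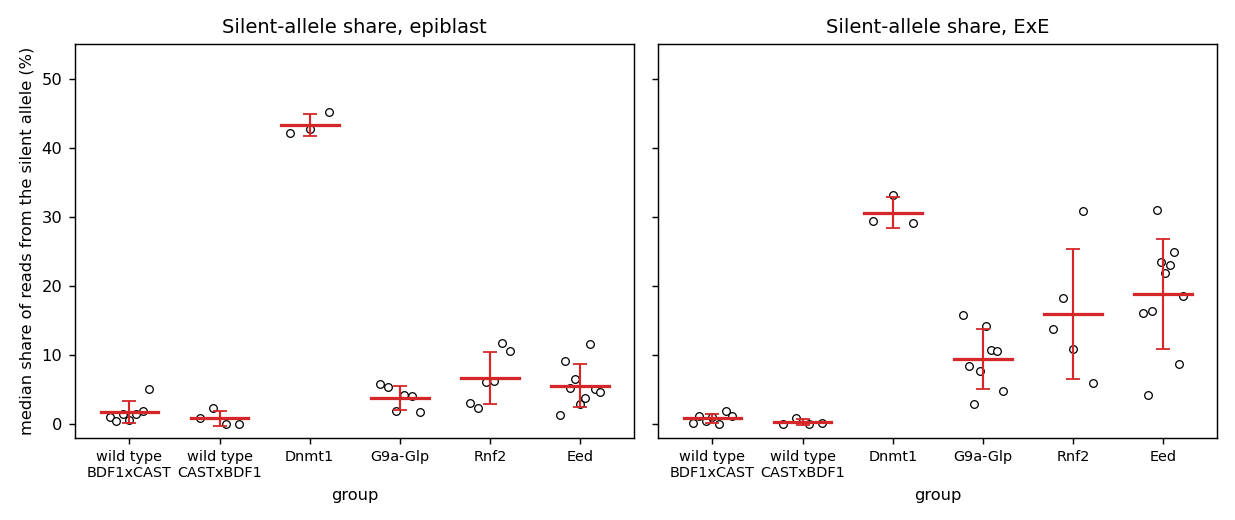
Silent-allele share of each embryo, the median over listed imprinted genes of the percentage of reads from the normally silent allele, by group in epiblast and ExE. Circles are single embryos, and red lines with bars are the mean and SD. Wild-type BDF1xCAST embryos lay at or below 5.06% in epiblast and 1.82% in ExE, and the lowest Dnmt1 embryos at 42.1% and 29.1%.

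Total reads per gene were compared between each knockout and the wild type. In epiblast, 1509 of 9885 genes changed in Dnmt1 (773 higher, 736 lower), 3391 of 9251 in G9a-Glp (1951 higher, 1440 lower), 3208 of 9792 in Rnf2 (1875 higher, 1333 lower) and 3553 of 9514 in Eed (1933 higher, 1620 lower). In ExE, 1799 of 9443 changed in Dnmt1 (922 higher, 877 lower), 1413 of 8931 in G9a-Glp (815 higher, 598 lower), 2277 of 9203 in Rnf2 (1281 higher, 996 lower) and 3999 of 9760 in Eed (2289 higher, 1710 lower). Without Dnmt1 epiblast replicate 3, 755 genes were called, and without Dnmt1 ExE replicate 3, 651. The share of higher genes among the calls in Rnf2 epiblast was 58.4%, and 71.4% without a filter on low counts.

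Among the genes chosen by rule in epiblast, Tuba3b and Bglap3 were at least 19.1-fold and 10.8-fold higher in Dnmt1, and Rbp7 and Pabpc1l at least 1.89-fold and 1.42-fold lower. The call of Pabpc1l was lost in each fit that left out a Dnmt1 replicate, and that of Rbp7 without replicate 1. In G9a-Glp, C8b and 1700019E08Rik were at least 4.70-fold and 6.11-fold higher, Pla2g1b fell from 92.8 ± 35.5 to 10.4 ± 5.79 CPM and Gfod2 from 221 ± 119 to 24.4 ± 6.88 CPM (n = 7 and 6). In Rnf2, Tex101 and Hoxb7 were at least 19.4-fold and 11.2-fold higher, Hlf fell from 5.90 ± 1.89 to 1.07 ± 0.960 CPM and Cyp2e1 from 11.035 ± 9.83 to 1.33 ± 0.504 CPM (n = 7 and 6). In Eed, Hoxa9 was at least 1.94-fold higher, and LOC108168771 fell from 8.44 ± 6.43 to 1.48 ± 1.30 CPM (n = 7 and 9), beside Eed itself.

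In ExE, Rpl39l rose from 1.03 ± 1.35 to 36.8 ± 3.49 CPM (n = 7 and 3) in Dnmt1, and Sh3bp1 was at least 8.50-fold higher. Gm40831 and Ppm1h were at least 4.69-fold and 2.01-fold lower. The call of Gm40831 was lost in each fit that left out a Dnmt1 replicate and with replicate blocks, and that of Ppm1h without replicate 3. In G9a-Glp, Gm16499 and Wdr20rt were at least 20.6-fold and 18.3-fold higher, 2210011C24Rik fell from 8.93 ± 3.7997 to 1.11 ± 0.954 CPM and Nudt8 from 100 ± 19.4 to 12.2 ± 3.44 CPM (n = 7 and 8). In Rnf2, Hoxb7 and Wnt4 were at least 13.5-fold and 9.01-fold higher, Mirt1 fell from 5.85 ± 3.74 to 0.987 ± 0.818 CPM and Gm39853 from 12.8 ± 14.3 to 0.688 ± 0.799 CPM (n = 7 and 5). In Eed, Wnt4 and Dlx4os were at least 43.7-fold and 20.9-fold higher, and Gm39853 fell from 12.8 ± 14.3 to 0.916 ± 1.18 CPM (n = 7 and 10), beside Eed itself. Gm39853 and LOC108168771 lie within the same stretch of chromosome 2 and can share reads.

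The paternal X share asked whether the paternal X chromosome, silent in wild-type ExE, is expressed in the knockouts. Males, which carry no paternal X, gave the background, 0.603% ± 0.0718 (n = 4) in BDF1xCAST epiblast and 0.446% ± 0.0562 (n = 4) in ExE. The background was higher in the CASTxBDF1 male, 1.84% in epiblast and 1.82% in ExE (n = 1 each). In wild-type BDF1xCAST females the share was 62.8% ± 2.62 (n = 3) in epiblast and 5.75% ± 0.534 (n = 3) in ExE. In CASTxBDF1 females it was 32.4% ± 4.13 (n = 3) and 8.45% ± 0.454 (n = 3). The tissues did not overlap in either cross (exact permutation p 0.1, the smallest that 3 against 3 allows). That test ignored that both tissues of a cross came from the same 3 females, so its p does not apply to the paired design. In ExE, the share was 28.2% ± 2.69 in Eed females (n = 4), above the wild type in 4 of 4 (exact p 0.0286, the smallest possible, adjusted 0.114). It was 17.4% ± 1.51 in Rnf2 (n = 2), 9.20% ± 2.74 in G9a-Glp (n = 5) and 7.89% ± 2.29 in Dnmt1 (n = 2), with exact p of 0.1, 0.0893 and 0.2 (adjusted 0.114, 0.114 and 0.2). With the median over X-linked genes, the Dnmt1 difference changed sign, from 2.14 to -0.790 percentage points. In epiblast, the share was 51.4% ± 1.30 in Dnmt1 (n = 2), 43.1% ± 6.92 in G9a-Glp (n = 3), 43.8% ± 17.7 in Rnf2 (n = 2) and 47.4% ± 2.96 in Eed (n = 4), all without overlap with the wild type (exact p 0.1, 0.1, 0.1 and 0.0286, each the smallest possible, adjusted 0.114). The 2 Rnf2 females differed widely, and the difference from the wild type was -31.5 points without replicate 6 and -6.48 without replicate 8. None of the 8 comparisons passed the threshold after adjustment. For 5 of the 8, the smallest exact p that the number of females allows is 0.1.

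Xist had 114 ± 32.0 CPM in wild-type BDF1xCAST female epiblast and 27.2 ± 17.7 in ExE (n = 3 each), and 0.713 ± 0.731 and 0.679 ± 0.486 CPM in males (n = 4 each). The paternal share of Xist reads was 21.6% ± 6.05 in female epiblast and 97.0% ± 2.99 in ExE (n = 3 each). In Eed females Xist stood at 75.3 ± 66.1 CPM in epiblast and 77.8 ± 49.3 in ExE (n = 4 each), with paternal shares of 35.0% ± 2.24 and 96.7% ± 4.39.

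**Figure D4:**
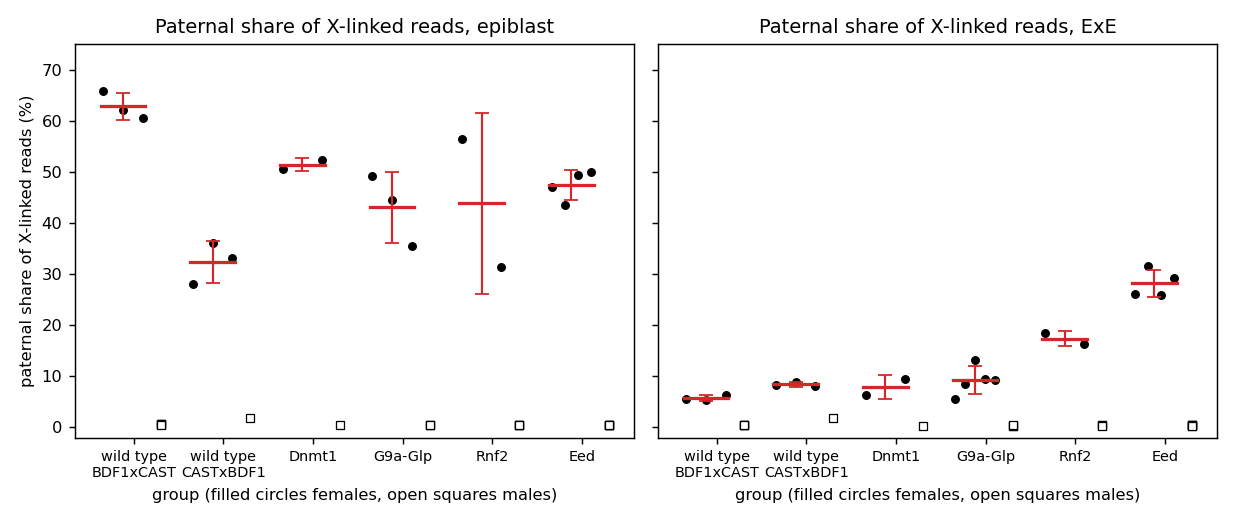
Paternal share of X-linked reads (%), Xist and Tsix left out, by group in epiblast and ExE. Filled circles are female embryos, open squares are males, and red lines with bars are the mean and SD of the females. Eed females lay between 25.9% and 31.5% in ExE and wild-type BDF1xCAST females between 5.36% and 6.36%.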

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

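The tests of RNA from other tissues, of residual target mRNA and of the depth of the Rnf2 libraries were chosen only after the results were seen, while the tests of depth by thinning wild-type libraries and of common genes were written down before their values were known.

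Of 73 groups of libraries examined for a single value far from the rest, 12 had one, where chance alone gives about 3.65. Wild-type BDF1xCAST epiblast embryo 8 had 4 of them. It had 1311863 reads, against 2372314 to 3028267 in the other 6 libraries, and a BDF1 share of autosomal reads of 58.6% (95% Wilson interval 58.5% to 58.6%), against 57.5% to 57.8%. Its silent-allele share was 5.06%, against 0.446% to 1.91%, and its Eed level was 38.1 CPM, against 160 to 205. Low depth alone is unlikely to give this silent-allele share, since the other 6 libraries thinned to the reads of embryo 8 reached at most 2.13%. RNA from visceral endoderm is a candidate source. The summed visceral endoderm markers reached 1002 CPM in this library and 80.9 to 222 CPM in the others. Of these markers, Apoe was also expressed in wild-type ExE, at 352 ± 111 CPM (n = 7). The silent share in embryo 8 was 10.9% over maternally expressed genes and 2.21% over paternally expressed genes. Wild-type CASTxBDF1 epiblast embryo 2 had a higher marker sum, 3425 CPM, but a silent share of 2.33%, of 2.03% over maternally expressed genes. Within its own cross that silent share was the highest, against 0% to 0.806% in the other embryos. Its share over maternally expressed genes was the lowest there, against 2.72% to 8.49%. These values point in different directions, so this 1 library decides nothing about the source. No visceral endoderm library exists in this series to show how its imprinted genes are expressed, so this source cannot be told apart from a property of the embryo. The cause of the low Eed level was not tested, and the design offers no biological explanation for a single wild-type embryo.

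The BDF1 share of autosomal reads stood apart in 3 other libraries. It was 57.8% (95% Wilson interval 57.8% to 57.9%) in Eed ExE embryo 10, against 56.4% to 57.1% in the others, and 57.4% (57.4% to 57.5%) in G9a-Glp ExE embryo 9, against 56.5% to 56.9%. It was 56.1% (56.0% to 56.1%) in wild-type CASTxBDF1 ExE embryo 2, against 57.2% to 57.3%. In these and in wild-type epiblast embryo 8, the excess lay on the side of the mother's strain. Tissue of the uterus carried along in dissection could give such an excess. It would come from the CAST mother in the CASTxBDF1 library, and from the CD-1 recipient in the other 3, whose alleles are not in the data. However, the summed decidua markers were the highest of the group in only 1 of the 4 libraries, embryo 8, at 85.4 CPM against up to 58.7. Of the 8 genes on that list, Vim was also read at 34.2 ± 10.9 CPM, Dcn at 9.05 ± 3.48 and Pgr at 8.71 ± 4.66 in wild-type epiblast (n = 7). In ExE only Vim exceeded 1 CPM in the wild type. RNA of the mother or the recipient stays open. CASTxBDF1 ExE embryo 2 also had a silent-allele share of 0.898%, against 0% to 0.0921% in the other 3, for which maternal RNA is open in the same way. No biological explanation was tested for single embryos.

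Rnf2 epiblast embryo 1 had 17653087 reads, against 5549733 to 9749378 in the other 5. Depth did not account for the calls among listed genes in Rnf2. After random thinning to the wild-type median depth, 5 listed genes were called in epiblast and 10 in ExE, against 2 and 9 at full depth. Any other property of the deeper Rnf2 libraries, such as a separate sequencing run, is confounded with the knockout.

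The maternal share stood apart for 3 genes in single knockout libraries. Slc38a4 was 14.6% maternal (95% Wilson interval 11.2% to 18.7%) in G9a-Glp epiblast embryo 2, against 31.3% to 37.2% in the others. Cd81 was 63.2% (61.3% to 65.0%) in Rnf2 epiblast embryo 5, against 55.3% to 57.8%. Phlda2 was 62.5% (61.8% to 63.3%) in Rnf2 ExE embryo 6, against 74.0% to 77.0%. Mosaic or incomplete disruption might leave more target mRNA where a gene stays closer to the wild type. In the first library Ehmt1 stood at 29.3 CPM, within 4.14 to 50.5 over the 6 libraries. Only embryo 7, whose Slc38a4 share lay within 31.3% to 37.2%, had more Ehmt1. Ehmt2, with few reads in epiblast, stood at 5.50 CPM in the first library, the highest of 6. In the second Rnf2 stood at 33.4 CPM, the highest of 6, and in the third at 62.7 CPM, the highest of 5 although Phlda2 there lay farthest from the wild type. Single libraries exclude nothing, so residual target mRNA cannot be told apart from other differences between embryos.

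Across embryos, residual target mRNA was set against the silent-allele share in 5 groups of at least 6 embryos. Loss of target would give a negative correlation. Pearson's r was -0.392 for Ehmt1 in G9a-Glp epiblast (n = 6, exact permutation p 0.451, Spearman's rho -0.429, exact p 0.419), 0.350 for Rnf2 in Rnf2 epiblast (n = 6, exact p 0.443, rho 0.486, exact p 0.356) and -0.574 for Eed in Eed epiblast (n = 9, permutation p 0.106, rho -0.700, permutation p 0.0428). It was 0.581 for Ehmt1 in G9a-Glp ExE (n = 8, exact p 0.131, rho 0.786, exact p 0.0279) and 0.247 for Eed in Eed ExE (n = 10, permutation p 0.484, rho 0.164, permutation p 0.655). Without the 2 embryos farthest from the median, r was 0.974, 0.192, -0.460, 0.393 and -0.127 in the same order, so the sign in G9a-Glp epiblast and Eed ExE rested on those embryos. The adjusted p of Pearson's r was at least 0.327 in all 5. Too few embryos were available to say whether residual target mRNA may explain the spread between them.

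The effect of each knockout on the silent-allele share differed between the tissues, tested by permuting the genotype over the differences within embryos. Relative to the wild type, the change from epiblast to ExE was -11.9 percentage points in Dnmt1 (n = 3, exact p 0.00833, adjusted 0.00833, lower in 3 of 3). It was 6.95 points in G9a-Glp (n = 5, exact p 0.00126, adjusted 0.00505, higher in 5 of 5), 12.6 in Rnf2 (n = 3, exact p 0.00833, adjusted 0.00833, higher in 3 of 3) and 13.6 in Eed (n = 9, exact p 0.00393, adjusted 0.00787, higher in 8 of 9). Different genes enter the share in the tissues. Over the 13 genes measured in both, the difference was -6.67 points in Dnmt1 (exact p 0.0167, adjusted 0.0333) and 9.85 in Rnf2 (exact p 0.00833, adjusted 0.0333), with n as above, so the choice of genes does not account for all of it there. For Eed it was 6.44 points (n = 9, exact p 0.0402, adjusted 0.0536) and for G9a-Glp 3.10 (n = 5, exact p 0.201, adjusted 0.201), and in both the genes measured cannot be told apart from a difference between tissues. The label of 1 of the 3 Dnmt1 ExE libraries was not borne out by its target mRNA, with another only just below the wild type. The Rnf2 comparison rests on embryos 2, 5 and 6. None of their ExE libraries had its label borne out by target mRNA, with or without 1 wild-type embryo. For embryos 2 and 5 this rests on wild-type embryos 6 and 8, both low for Rnf2. The G9a-Glp comparison included embryos 2 and 7, whose labels were not borne out in epiblast. This limits all 3 comparisons, although target mRNA does not measure protein and cannot show that a label is wrong. The silent-allele share of all these Dnmt1 and Rnf2 ExE libraries lay above every wild-type embryo.

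RNA from uterine tissue that reads as BDF1 would raise the maternal allele of paternally expressed genes and leave the silent paternal allele of maternally expressed genes unread. In ExE, the silent share of maternally expressed genes was 17.3% ± 6.398 in Dnmt1 (n = 3), 5.08% ± 3.37 in G9a-Glp (n = 8), 21.2% ± 9.69 in Rnf2 (n = 5) and 19.6% ± 9.17 in Eed (n = 10), against 0.348% ± 0.574 in the wild type (n = 7), which argues against such RNA as the whole cause. In epiblast it was 38.9% ± 5.86 in Dnmt1 (n = 3), which argues the same way. It was 4.75% ± 3.94 in G9a-Glp (n = 6), 8.12% ± 5.28 in Rnf2 (n = 6) and 5.44% ± 2.54 in Eed (n = 9), against 4.04% ± 3.27 in the wild type (n = 7), so such RNA could not be excluded there. These embryos grew in CD-1 recipients, and RNA that reads as CAST at the genes concerned is not addressed by this test. A related value is the share of CAST reads on the X of males. It was at most 0.445% in Dnmt1 epiblast and 0.319%, 0.551%, 0.467% and 0.446% in Dnmt1, G9a-Glp, Rnf2 and Eed ExE (n = 1, 1, 3, 3 and 6). That value covers no autosome. RNA read as CAST would leave the silent maternal allele of paternally expressed genes unread. In ExE their silent share was 37.6% ± 5.07 in Dnmt1, 18.6% ± 7.15 in G9a-Glp and 18.97% ± 9.499 in Eed. It was 1.37% ± 1.04 in the wild type, with n as above. In Dnmt1 epiblast it was 45.04% ± 5.54, against 1.07% ± 0.732. This argues against RNA read as CAST as the whole cause there. In Rnf2 ExE (10.55% ± 7.03) it stays open, since embryo 7, at 1.99%, lay within the wild-type range. RNA read as BDF1 at some genes and CAST at others stays open. Epiblast RNA in ExE libraries is excluded as the whole cause by the epiblast markers. They allow at most 1.16% of it in any Dnmt1 library, 4.87% in G9a-Glp, 1.48% in Rnf2 and 2.49% in Eed. In epiblast libraries, the ExE markers allow up to 2.50% ExE RNA in Dnmt1, 1.52% in G9a-Glp, 22.8% in Rnf2 and 12.5% in Eed. The effect of ExE RNA or of visceral endoderm RNA on the share in these epiblast libraries was not tested. A difference between the lineages in how imprints depend on each target stays open as well, since the design does not separate it from these.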

How the results depend on the processing

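The trended dispersion, the fits with 1 gene per set of identical reads and the thinned Rnf2 libraries were chosen only after the results were seen, and the other alternatives before the data were examined. Over all alternatives of the comparisons, 344 stayed the same, 65 moved, 4 lost their call and 1 changed sign. For single genes, 821 kept their call, 28 lost it and 2 gained it. Neither DESeq2, DESeq2 size factors, centring of each library, the sex term for total reads, nor 1 gene per set of identical reads changed the call of a comparison or moved a count by over 1.5 times.

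With limma on log ratios, the allelic calls fell to 29 in Dnmt1, 85 in G9a-Glp, 42 in Rnf2 and 37 in Eed epiblast, and to 20 in Dnmt1, 36 in G9a-Glp, 33 in Rnf2 and 167 in Eed ExE. Among listed genes, limma called 9 in Dnmt1 ExE, 2 in Eed epiblast and 1 in Rnf2 epiblast. The cause was not tested. With all BDF1xCAST groups of a tissue in 1 fit, allelic calls went to 29 in Dnmt1 ExE and 175 in Rnf2 epiblast, and listed calls to 9 in Dnmt1 ExE, 2 in G9a-Glp epiblast and 4 in Rnf2 epiblast, and the cause was not tested. A trended dispersion gave 73 allelic calls in Rnf2 ExE. A sex-by-allele term gave 2 listed calls in G9a-Glp epiblast.

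A minimum of 50 reads tested fewer genes by construction. It gave 13 imprinted genes in epiblast and 28 in ExE, 419 and 409 strain-biased genes, 12 genes that differed between the tissues, and 8 listed calls in Dnmt1 and 4 in Rnf2 epiblast. Share thresholds of 0.6 and 0.4 gave 1899 and 1951 strain-biased genes, and those of 0.8 and 0.2 gave 361 and 370. A minimum of 50 counts in every library of a group gave 2016 expression calls in Eed and 2243 in G9a-Glp epiblast, and 1975 in Eed, 861 in G9a-Glp and 1380 in Rnf2 ExE. Without a filter on low counts, G9a-Glp ExE had 2306 expression calls. Under that setting the median log2 change over all genes tested lay between -0.75 (ExE against epiblast, wild type) and 0.43 (Eed ExE), and the setting moved the share of higher genes among the calls in Rnf2 epiblast from 58.4% to 71.4%.

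Thinning of the Rnf2 libraries to the wild-type median depth gave 5 listed calls in epiblast, and moved no other count of Rnf2 by over 1.5 times.

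The silent-allele share in G9a-Glp epiblast lost its call with a minimum of 50 reads (0.554 percentage points above the wild type), over all genes called imprinted (1.71) and over canonical genes (1.32). Its adjusted p ranged from 0.00155 to 0.481 over 6 alternatives of the exact test. The difference ranged from 0.554 to 28.9 points over 6 alternatives, against 2.08 at the main setting. In Rnf2 epiblast the call was lost over the noncanonical gene alone (2.95 points). The other comparisons kept their call, but the size of the difference moved with the alternative. It ranged from 2.50 to 16.9 points in Eed epiblast (main 3.85) and from 9.79 to 36.2 in Dnmt1 ExE (main 29.7). In G9a-Glp ExE it ranged from 4.07 to 45.0 (main 8.55) and in Rnf2 ExE from 5.38 to 17.6 (main 15.1). The paternal X share by the median over genes gave a difference of -0.790 points in Dnmt1 ExE, which changed its sign, 24.7 in Eed ExE and 5.96 in Rnf2 ExE, and -64.5 and -27.6 between the tissues of BDF1xCAST and CASTxBDF1 females, and the cause was not tested.

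Knockout and wild-type embryos share only a number. The correlation of their expression deviations over the same numbers had medians from -0.192 to 0.0616 in the 8 comparisons, so no pairing was taken from it. A replicate block on these numbers gave 36 allelic calls in Dnmt1 ExE and 61 in Rnf2 ExE, 2 listed calls in G9a-Glp and 5 in Rnf2 epiblast, and 993 expression calls in Dnmt1 epiblast, 896 in Dnmt1 ExE and 1249 in Rnf2 ExE. The tissues of an embryo are paired. With the embryo as a block, 29 genes differed in allelic ratio between the tissues, and the block moved no comparison between tissues by over 1.5 times.

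Fits that each left out a replicate gave from 37 to 50 allelic calls in Dnmt1 epiblast, with 37 without replicate 1, and from 23 to 35 in Dnmt1 ExE, with 23 without replicate 3. They gave from 755 to 1112 expression calls in Dnmt1 epiblast, from 651 to 1139 in Dnmt1 ExE, and from 14 to 21 genes that differed in allelic ratio between the tissues. Fewer libraries enter such fits by construction. The paternal X difference ranged from 0.5264 to 3.76 points in Dnmt1 ExE, from -31.5 to -6.48 in Rnf2 epiblast and from 10.5 to 12.7 in Rnf2 ExE. For Dnmt1, listed calls ranged from 10 to 14 in each tissue, and the silent-allele share from 40.7 to 42.2 points above the wild type in epiblast and from 28.5 to 30.5 in ExE.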

Other observations

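Apart from the counts over other splits of the samples, the tests in this part were chosen only after the results were seen.

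Counts of genes past the threshold were compared with those of other splits of the same libraries into groups of the same sizes, 100 splits with the real one included. For each of the 8 comparisons of allelic ratio over all genes, each of the same 8 among listed genes, and each of the 8 comparisons of total reads, 1 of 100 splits, the real one, gave as many genes. The largest other split gave up to 11 genes for the allelic ratio. For total reads it gave 856 genes in G9a-Glp epiblast, 352 in G9a-Glp ExE and 1006 in Rnf2 ExE, and at most 8 in the other 5 comparisons. For imprinted genes, 1 of 100 assignments of libraries to the crosses gave as many in each tissue. For strain-biased genes 33 of 100 did in epiblast and 75 of 100 in ExE. That test cannot separate them, because the strain of each read does not depend on the assigned direction of the cross. For the difference in total reads between the tissues, 1 of 100 splits, and 1 of the 64 splits that part the tissues of every embryo, gave as many. For the difference in allelic ratio between the tissues, 2 of 100 splits gave at least 23 genes, and among splits that part the tissues of every embryo, 6 of 100 did. The largest of these gave 231 genes, so the count of 23 genes is not set apart from such splits, which exchange the tissues of some embryos.

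Noncanonical and canonical genes were compared between G9a-Glp and Rnf2 in ExE after the values were seen. The median silent-allele share over noncanonical genes was 47.8% ± 3.23 in G9a-Glp (n = 8) and 8.16% ± 5.37 in Rnf2 (n = 5), with 2.78% ± 2.02 in the wild type (n = 7), a difference of 39.6 percentage points (exact two-sided permutation p 0.000777, the smallest possible, adjusted 0.00155). Over canonical genes it was 4.82% ± 4.06 in G9a-Glp and 18.3% ± 11.5 in Rnf2, a difference of -13.5 points (n = 8 and 5, exact p 0.00389, adjusted 0.00389).

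The paternal X share of Eed ExE females may reflect expression of the paternal X beside the maternal one. Epiblast RNA would have to make up 39.3% of these libraries to give the share, and the markers allow at most 0.703% in any of them. X-linked reads were expressed in units of 1 active X, set by males with each X. The sum over both alleles was 1.89 ± 0.202 in Eed ExE females (n = 4), against 1.06 ± 0.0353 in the wild type (n = 3). A mere change in which X is active would leave the sum near 1, so it is argued against as the whole cause. The unit for the CAST X rests on a single male embryo per tissue.

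In epiblast, the 11 knockout females of the 4 genotypes together had a paternal X share of 46.3% ± 7.33, all below the 3 wild-type females with 62.8% ± 2.62 (exact permutation p 0.00549, smallest possible 0.00275, groups pooled after the values were seen). ExE RNA would have to make up 28.97% of these libraries, and the ExE markers allow 4.40% on average, with 22.8% in Rnf2 embryo 8 as the highest. This argues against ExE RNA for the group as a whole. Rnf2 embryo 8 had a paternal X share of 31.3%, farther from the wild type than the group mean. It would therefore need more than 28.97%, and the 22.8% allowed falls short of that as the whole cause. The sum of X reads in units of 1 active X was 1.03 ± 0.0272 in G9a-Glp and Rnf2 (n = 5). This mean lay within the wild-type limit of 1.09, which was set by the mean and SD of the 3 wild-type females. It lay above the highest of these females, at 1.02, so a shift in which X is active stays open. The sum was 1.19 ± 0.0636 in Dnmt1 and Eed together (n = 6), beyond that limit. In Eed alone it was 1.22 ± 0.0460 (n = 4), so such a shift does not account for all of it there. In Dnmt1 it was 1.12 ± 0.0138 (n = 2), only just beyond the limit. The unit for the BDF1 X in Dnmt1 epiblast rests on 1 male, so the excess decides nothing there. In all groups the unit for the CAST X came from a wild-type male, while that for the BDF1 X came from males of the same genotype. The sums of the knockouts depend on this choice.

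Afp, chosen after its values were seen, stood at 45.5 ± 31.2 CPM in G9a-Glp ExE (n = 8) against 2.14 ± 2.50 in the wild type (n = 7), with an edgeR adjusted p of 1.77e-05. Visceral endoderm, which expresses Afp, would bring its other abundant transcripts. Relative to Afp in a wild-type CASTxBDF1 epiblast library with 408 CPM of it, 8 other markers reached a median of 4.54% of the level needed. Apoa1, Apob, Ttr, Cubn and Rbp4 lay under 10%, with Apoa1 at 0.985% and Ttr at 0.319%. Apoe, Amn and Trf lay at 251%, 71.6% and 45.8%, and wild-type ExE, where these genes are also expressed, reached 324%, 54.4% and 16.7% of the same level. The maternal share of Afp was 98.4% ± 3.22 in G9a-Glp ExE (n = 8) and 71.3% ± 1.08 in BDF1xCAST epiblast (n = 3 with enough reads). In CASTxBDF1 ExE it was 0% (n = 3), so the bias follows the BDF1 strain and not the mother. Visceral endoderm RNA is thus unlikely to account for Afp, and expression of Afp in ExE itself stays a hypothesis.

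Of the 22 genes called imprinted but not listed, 3 overlap a listed gene, 11 lie within 1 Mb of a listed gene (these 3 included) and 11 lie farther away or on a chromosome with none. Reads shared with an overlapping listed gene could not explain the 19 that overlap none. Among them, chosen after their values were seen, T (chromosome 17) was 76.9% ± 8.83 maternal in BDF1xCAST ExE (n = 7) and 73.8% ± 7.09 in CASTxBDF1 ExE (n = 4), and 54.2% ± 8.39 and 47.7% ± 5.76 in epiblast. Its allelic ratio moved toward equal in G9a-Glp, Rnf2 and Eed ExE (edgeR adjusted p 0.00303, 0.000183 and 0.000747). Fkbp6 (chromosome 5) was 4.99% ± 3.47 maternal in BDF1xCAST ExE (n = 7), and 38.6% ± 6.63 in the libraries labelled Dnmt1 ExE (n = 3).

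Many allelic calls lay outside the imprinted genes, and segregating C57BL/6 and DBA haplotypes of the BDF1 parent may contribute, since each embryo inherits its own mosaic of the 2 genomes. Deviations of the allelic ratio from the group mean were the most alike between epiblast and ExE of the same embryo in 29 of 31 pairs. Within tissues, genes within 1 Mb of each other were compared with genes on different chromosomes. The mean signed correlation was near 0 (-0.0105 to 0.0210), which decides nothing because haplotype effects can take either sign, and the squared correlation was adopted after that. It was higher for near genes in 10 of 10 groups, but by only 0.00424 on average and by 1.2e-05 in Dnmt1 ExE. This sets no bound on the effect of haplotypes and does not address the calls between groups, so their part in those calls stays open.

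The expression changes of different knockouts were correlated across genes, which are not independent replicates, with r from 0.626 to 0.865 in epiblast and from 0.434 to 0.780 in ExE. A candidate explanation is the shared wild-type controls. When wild-type libraries alone were parted into groups of 2 and 2 with 3 shared controls, r had a median of 0.505 in epiblast and 0.307 in ExE over 210 arrangements, and reached 0.803 and 0.802. The 2 knockouts of each pair were then set against disjoint wild-type libraries, 3 and 4 of the 7 in all 70 assignments. The mean r of a pair fell to between 0.505 and 0.721 in epiblast and between 0.342 and 0.665 in ExE. Wild-type libraries alone with disjoint controls reached 0.448 in epiblast and 0.518 in ExE over 630 arrangements, in groups smaller than the real ones. By the rule set before these values were seen, that the lowest r over the assignments exceed every such arrangement in all 6 pairs, 4 of 6 pairs passed in epiblast and 1 of 6 in ExE. By the mean r, a criterion looked at after the values, 6 of 6 and 1 of 6 did. Shared wild-type controls raise the correlation. The r that remained with disjoint controls was at least 0.244 in every pair and assignment, which argues against sharing within a pair as the whole cause. By the rule, that remainder is not set apart from wild-type libraries alone over all pairs in either tissue. Effects common to injected embryos, such as delay, could not be tested, because no injected control was included.

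Rhox6 (chromosome X), an ExE marker chosen after its values were seen, stood at 2400 ± 1612 CPM in Eed ExE (n = 10) and 348 ± 93.8 in Rnf2 ExE (n = 5), against 115 ± 23.5 in the wild type (n = 7). X-linked genes were not part of the expression test. It had 1.71 ± 2.34 CPM in wild-type epiblast (n = 7), and all 9 genes of the ExE list were below 5 CPM there.

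Of the epiblast list, Fgf5, Tdgf1, Slc7a3 and Nanog had 382 ± 106, 511 ± 397, 314 ± 151 and 93.4 ± 86.8 CPM in wild-type epiblast (n = 7). Dnmt3b and Utf1 were also expressed in ExE, at 752 ± 179 and 191 ± 71.7 CPM (n = 7), and Pou5f1 and Sox3 had few reads in either tissue.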
